A study of Mus musculus with 12 samples. Its data were reported in "Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease" (2021).

How the data were processed

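RNA was sequenced from airway macrophages (AMs) of mouse lungs. Per the labels, the lavages of 3 to 4 animals were combined into a pool. Scnn1b-Tg mice overexpress a subunit of the epithelial sodium channel in the airways and develop mucus obstruction, and wild-type (WT) mice served as controls. Cells of each pool were given 100 ng/ml lipopolysaccharide (LPS) of Pseudomonas aeruginosa, or medium alone, for 12 h. Per the labels, libraries were made with a low-input kit that amplifies full-length cDNA and were sequenced as read pairs of 125 bp. There were 12 libraries in 4 groups of 3, from 6 pools (WT 16, 17 and 18 and Scnn1b-Tg 17, 18 and 19), and every pool gave 1 medium and 1 LPS library. The pools fell into 2 library batches, with WT 16, WT 17 and Tg 17 in batch 1 and WT 18, Tg 18 and Tg 19 in batch 2. The accounts of how the cells were isolated differ: the labels describe lavage cells that stuck to the culture plate, while the study's methods for sequencing describe AMs isolated from digested lungs by flow cytometry and then exposed to LPS. Purity was not measured here.

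The authors deposited gene counts, which are estimated counts: reads were aligned to the mm10 genome with HISAT2 in unstranded mode, transcripts were quantified with StringTie against GENCODE M20, and a StringTie helper program turned coverage into whole-number counts per gene. No filter on genes was stated. Coverage is converted with a nominal read length, so a sequenced read can be worth more than 1 count. Of the 47985 values between 1 and 30, 55.3% were 0 or 3 modulo 5, where an even spread gives 40.0%. A step of 2.5 counts fitted these low values best, although 5284 values of 1 and 3316 of 2 lay below it. It was taken as the worth of 1 read. The fit cannot tell a read from a read pair, and a worth of 5 counts per pair was derived from it, not fitted. If a read pair is worth 5 counts, totals of 48.2 to 60.9 M deposited counts per library would stand for 9.64 to 12.18 M read pairs. The counts were whole numbers as deposited and were analysed on that scale, with counts divided by 5 as an alternative. A group was taken to be at the floor where all its libraries held at most 8 counts, the worth of 3 reads at 2.5 counts each. This is 0.131 to 0.166 counts per M counts (CPM) depending on the library. Intervals and floors of this kind cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

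The table held 20551 genes, of which 399 were at 0 in all 12 libraries. Gene symbols, biotypes and positions came from GENCODE M21 on the same mm10 build, in which 20132 IDs were found. The other 419 IDs held 0.26% of all counts and are given by their ID. Counting ignored strand, so values of genes whose exons overlap another gene, and of genes with near-identical copies, are uncertain.

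Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 13729, and TMM factors were applied. A quasi-likelihood model with a term per group and a term for the batch was fitted to all 12 libraries. All tests were two-sided. Contrasts compared Scnn1b-Tg with WT in LPS and in medium, LPS with medium in each genotype, and the LPS responses of the genotypes (the interaction). P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Errors of fitted log2 fold changes are standard errors (SE), and CPM are TMM-scaled means ± SD. Differences of genes by batch are between means of log2 of CPM plus 0.5, which shrinks those of genes near the floor. Set tests, set values by batch and changes by pool used log2 CPM with a prior count of 2. Fold changes of genes at the floor in a group were replaced by bounds computed against the floor.

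Gene lists fixed before the data were examined were an LPS panel of 11 genes that the study assayed for transcript or protein, the IRF family of 9 transcription factors, a baseline panel of 12 genes that the study described in unstimulated cells, an interferon set of 74 genes and an inflammatory set of 50 genes, a transgene check of 4 genes, a sex check of 5 genes, and marker lists for 9 cell types. Lists were adjusted over the list alone and over all genes tested. Not every listed gene was analysed: 1 of 5 for the sex check, 72 of 74 for the interferon set, 8 of 10 for monocytes, 9 of 10 for dendritic cells, 7 of 10 for neutrophils, 4 of 6 for eosinophils, 8 of 10 for T or NK cells, 6 of 7 for B cells and 4 of 5 for erythroid cells, and all genes of the other lists, before the low-count filter. Some results for a listed gene are not reported here. The sets were tested with camera (limma 3.58.1, preset correlation 0.01) and, as alternatives, with fry and with camera on an estimated correlation, with Benjamini-Hochberg adjustment over the 6 set tests. The rule for named genes, fixed beforehand, took from each comparison the 5 largest rises and the 5 largest falls among genes with adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the 3 libraries of one group and the 3 of the other. For the interaction it required that all 3 pools of one genotype changed more than all 3 of the other.

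Principal components were computed with prcomp on rlog values (DESeq2 1.42.0) after limma removed the batch, as the study described. No group terms were kept in that step. Since the genotypes are unequal between batches, part of a genotype difference can go with the batch. The planned gene set was the 20152 genes with at least 1 count. The rlog value of 1 gene counted in a single library proved numerically unstable there, so scores and loadings are given for the 13729 genes tested, a choice made after that was seen. Values per sample were compared with exact permutation tests, in which 3 against 3 samples cannot give a p below 0.1.

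LPS and medium libraries of the same genotype and number were taken as 1 pool because the labels give them the same name. Their deviations from the group means correlated across genes in all 6 pools (r of 0.137 to 0.335), but libraries of a pool also share a batch, which can do the same. With genotype and batch removed within each treatment, a check chosen after the data were examined, r was 0.106 to 0.222 for the LPS and medium libraries of a pool and -0.193 to 0.095 for those of different pools, apart from Scnn1b-Tg 17 and WT 18, whose values are then equal by construction. The numbers were therefore treated as pairing these samples. Fits with the pool as a random effect (limma voom, consensus correlation 0.327) or with a replicate block in place of the batch were alternatives. That block was the replicate number for the genotype comparisons in LPS and in medium. For the LPS responses and the interaction it was a fixed term per pool, which pairs the libraries of a pool.

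Replicates were checked for duplicate libraries. The chi-square per degree of freedom between libraries of a group was 8.49 to 38.03 over 11226 genes, so no library was a copy of another of its group. Pairs from different groups were not compared.

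The code was tested on simulated counts drawn for the 13729 genes, with 200 genes changed. A single draw was made from dispersions estimated by edgeR, with no LPS, batch or pool effect, so it does not rank the tests for these data. edgeR recovered 82.4% of 4-fold and 69.4% of 2-fold changes with 5% of calls false, DESeq2 recovered 86.1% and 76% with 20% false, and voom recovered 81.4% and 66.3% with 3.3% false. In a simulated set of 60 raised genes, camera gave a p of 4.98e-47 and 96.7% of the genes had a fitted rise, and a set of 60 unchanged genes gave a p of 0.0801.

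Alternatives fixed beforehand were DESeq2 with the same design, DESeq2 size factors in edgeR, no low-count filter, genes with a mean of at least 50 counts, no batch term, the older edgeR dispersion method, the blocked fits, the 6 libraries of a comparison alone, each library left out in turn, other set tests and, for the components, no batch removal, log2 of CPM plus 1 and the 500 most variable genes. Added after the data were examined were counts divided by 5, DESeq2 without a filter on either scale, group terms kept during batch removal, and the 2 reduced gene sets for the components. Exon overlaps were computed with GenomicRanges 1.54.1, and tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. All columns of the count table belonged to a labelled sample and all were used.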

Results

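Gene expression was measured in AMs from Scnn1b-Tg and WT mice after 12 h with LPS or with medium alone, to compare the resting state of the cells and their answer to a bacterial product between the genotypes. The 4 groups (WT medium, WT LPS, Scnn1b-Tg medium and Scnn1b-Tg LPS) held 3 libraries each. Total deposited counts were 50.2 ± 3.38 M in WT medium, 55.3 ± 4.87 M in WT LPS, 52.9 ± 3.93 M in Scnn1b-Tg medium and 55.9 ± 3.08 M in Scnn1b-Tg LPS (mean ± SD, n = 3 each). Between 14918 and 16165 genes had at least 1 count per library. Above 2, low counts piled up at 3, 5, 8, 10, 13 and 15, for which a step of 2.5 deposited counts, taken as the worth of 1 read, fitted best. The values 1 and 2, held 5284 and 3316 times, lie below such a step, so not every read had that worth. A group whose libraries all held at most 8 counts, the worth of 3 reads at that step, was taken as undetected at this depth.

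**Figure D1:**
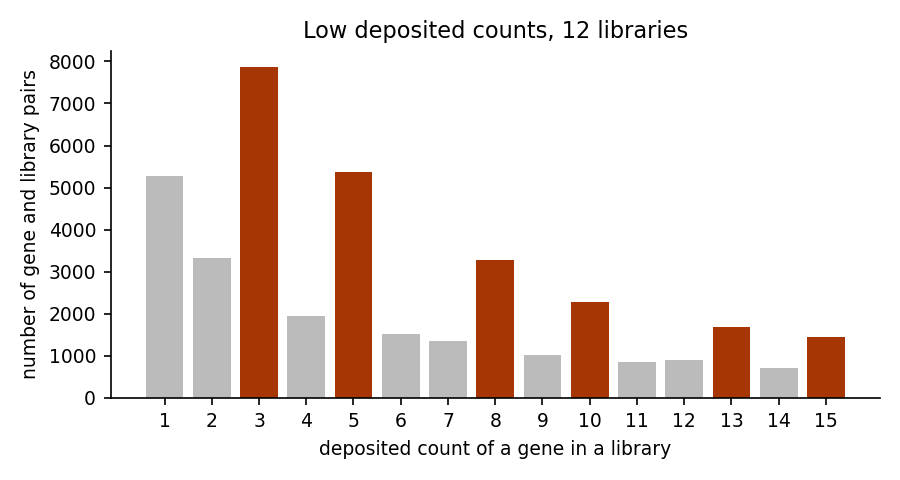
Number of gene and library pairs (vertical axis) with each deposited count from 1 to 15 (horizontal axis) over the 12 libraries, with bars at values that are 0 or 3 modulo 5 in dark red. The value 3 was held 7860 times and the value 4 only 1934 times, and 55.3% of values from 1 to 30 fell on such steps.

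Principal components were used to ask which factors set the libraries apart. With all 20152 genes that had at least 1 count, PC1 explained 70.6% of the variance and PC2 6.9%, and the shares of PC1 and PC2 were 64 and 10.9% when the batch was not removed. These shares moved with the order in which the libraries were listed, from 70.6 to 71.2% for PC1 and from 6.7 to 6.9% for PC2. The unstable value belonged to Gm15564 (ENSMUSG00000086324, an antisense transcript on chromosome 16, 35966752 to 35983230, minus strand, mm10), which had 6339 counts in the WT LPS 17 library and 0 in the other 11. Scores are therefore given for the 13729 genes tested, a gene set chosen after this was seen, for which all 5 orders tried gave 74.5% for PC1 and 6.6% for PC2, and PC3 explained 4.2%. PC1 separated LPS from medium, with 99.4% of its variance between treatments, and all 6 LPS libraries lay above all 6 medium libraries in both batches. Only 0.1% of its variance lay between genotypes, but within each treatment the genotypes did not overlap on PC1. Scnn1b-Tg and WT scores there were 26.34 ± 0.75 and 24.09 ± 0.77 in LPS and -27.51 ± 0.57 and -22.91 ± 0.74 in medium (SD, n = 3 each). The exact permutation p was 0.1 for each, the smallest possible. PC2 was set mainly by differences other than genotype: 23.7% of its variance lay between genotypes. Between pools it was 88.7%, which includes the genotype share, since no pool mixes genotypes. On PC2, Scnn1b-Tg and WT scores were 2.57 ± 7.07 and -2.24 ± 11.6 in LPS (SD, n = 3 each, two-sided exact permutation p = 0.7) and 4.74 ± 4 and -5.06 ± 6.91 in medium (exact permutation p = 0.2). PC3 had 59.5% of its variance between genotypes and 92.1% between pools. Its Scnn1b-Tg and WT scores were 4.84 ± 0.99 and -4.58 ± 6.99 in LPS and 4.44 ± 3.5 and -4.7 ± 5.07 in medium. Each comparison had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. Among the 500 genes with the largest PC2 loadings were 38 of 71 interferon set genes, where 2.6 would be expected, and 0 of 46 inflammatory set genes. PC3 held 16 interferon genes, where 2.6 would be expected, and 15 inflammatory genes, where 1.7 would be expected.

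**Figure D2:**
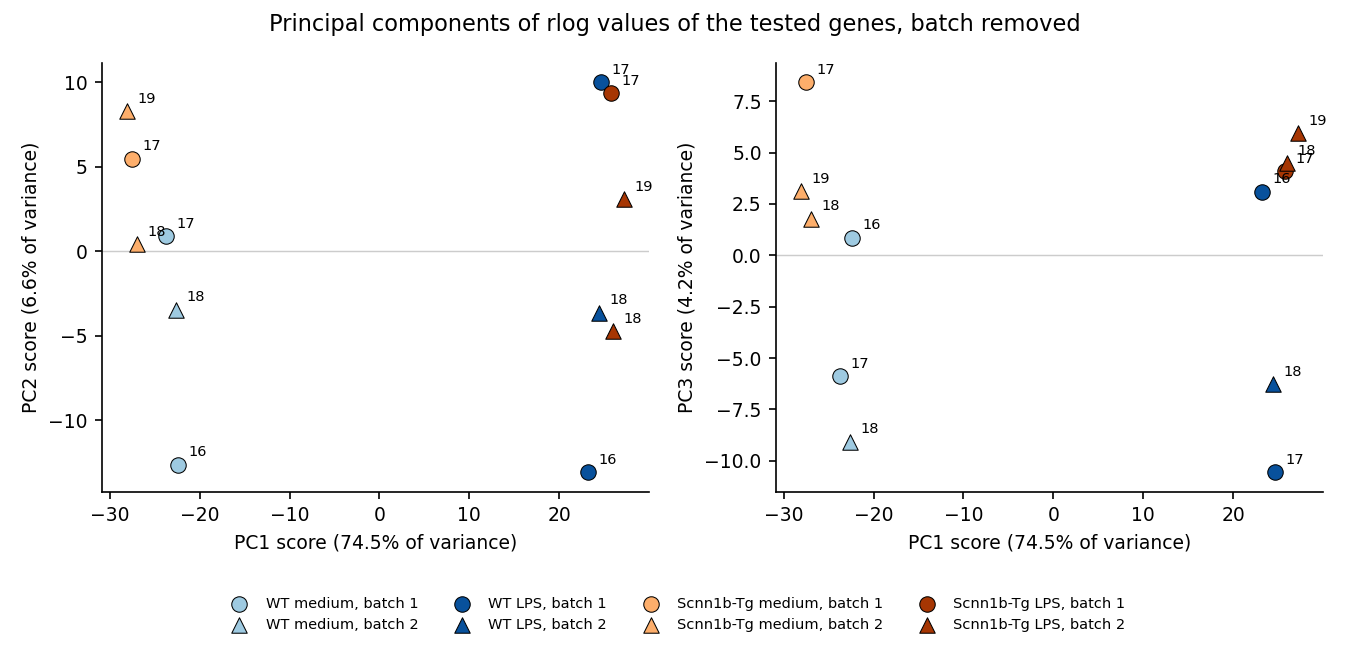
Scores of the 12 libraries on PC1 (74.5% of variance, horizontal axes) against PC2 (6.6%, left) and PC3 (4.2%, right), from rlog values of the 13729 genes tested after removal of the batch, with colour for group, shape for batch and the pool number beside each point. LPS and medium libraries separate on PC1, while on PC2 WT LPS 17 (9.99) lies beside Scnn1b-Tg LPS 17 (9.36) and far from WT LPS 16 (-13.09).

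LPS and medium were compared in each genotype to describe the response to LPS. In WT AMs, 4359 of 13729 genes passed an adjusted p of 0.05 (2131 higher and 2228 lower with LPS), and 1568 of them also had a log2 fold change past 1. In Scnn1b-Tg AMs, 5225 genes passed (2652 higher, 2573 lower), 1949 of them with a log2 fold change past 1. The alternative that moved the WT count most left out the WT LPS 18 library, which gave 3317, and leaving out the Scnn1b-Tg medium 17 library moved the Scnn1b-Tg count most, to 4268. The comparisons shared 3760 genes, of which 3759 changed in the same direction, and of the 5824 genes called in either genotype 98% changed in the same direction in both. Over the genes that both comparisons called in the same direction, the median log2 change in that direction was 0.727 to 0.791 in the 3 WT pools and 0.848 to 0.898 in the 3 Scnn1b-Tg pools (two-sided exact permutation p = 0.1, the smallest possible), with pools of both batches in each range.

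In WT AMs the largest rises by the naming rule were those of Gm21982, Tarm1, Cxcl3, Lox and Cxcl1. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) rose from 6 ± 2.99 to 5287 ± 663 CPM (n = 3 each) in WT and from 4.33 ± 2.92 to 5851 ± 756 CPM in Scnn1b-Tg AMs, log2 fold changes of 9.84 (SE 0.52) and 10.51 (SE 0.53) with edgeR adjusted p of 1.95e-07 and 9.06e-08. Tarm1 (ENSMUSG00000053338, chromosome 7, 3486500 to 3502624) was at the floor in medium and reached 20 ± 0.44 CPM in WT and 41.9 ± 7.78 CPM in Scnn1b-Tg AMs with LPS, at least 123-fold and 276-fold higher. Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) rose from 0.539 ± 0.297 to 162 ± 34.2 CPM in WT and from 0.833 ± 0.599 to 229 ± 4.98 CPM in Scnn1b-Tg AMs. Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) had log2 fold changes of 8.04 (SE 0.33) in WT and 8.58 (SE 0.34) in Scnn1b-Tg AMs, and Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) of 7.48 (SE 0.31) and 8.32 (SE 0.32). These Cxcl genes are close copies of each other, so reads may be divided between them. Gm21982 (ENSMUSG00000094365, a processed transcript on chromosome 7, 30641001 to 30664937, which overlaps another gene) was at the floor in WT medium and at 14.2 ± 12.4 CPM in WT LPS, at least 87.3-fold higher, with 1309 and 1056 counts in pools 17 and 18 but 1 count in pool 16. In Scnn1b-Tg LPS it had 1703 counts in pool 19 and at most 3 in the others, and its WT call was lost with the pool as a random effect.

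By the same rule, the largest falls with LPS included those of Slco2b1 (ENSMUSG00000030737, chromosome 7, 99657804 to 99711340), from 12.8 ± 2.38 CPM to the floor in WT AMs, at least 80.4-fold lower, and from 22.2 ± 8.56 to 0.0781 ± 0.0793 CPM in Scnn1b-Tg AMs. Dysf (ENSMUSG00000033788, chromosome 6, 84008590 to 84211060) had log2 fold changes of -5.53 (SE 0.45, edgeR adjusted p = 3.98e-06) in WT and -6.55 (SE 0.42, edgeR adjusted p = 4.21e-07) in Scnn1b-Tg AMs. Slco2b1, Dysf and Lox share exon sequence with another annotated gene. Kazald1 (ENSMUSG00000025213, chromosome 19, 45075241 to 45079289) had values of -4.45 and -5.45, and Mamdc2 (ENSMUSG00000033207, chromosome 19, 23302609 to 23448442) of -4.28 and -5.14. Rab44 (ENSMUSG00000064147, chromosome 17, 29114145 to 29148980) was named in Scnn1b-Tg AMs only, with a log2 fold change of -4.67 there and -3.42 in WT AMs, and edgeR gave the difference an adjusted p of 0.707. The remaining WT fall by the rule, ENSMUSG00000037015, had no position in the annotation used. Its counts were high or near 0 by library: 1184 to 1933 in WT medium, 20 to 21 in WT LPS, 1455 to 2017 in Scnn1b-Tg LPS, and 1671, 20 and 16 in the 3 Scnn1b-Tg medium libraries.

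Scnn1b-Tg and WT AMs were compared after LPS to find genes that differ in stimulated cells. 7 genes passed an adjusted p of 0.05, all 7 higher in Scnn1b-Tg AMs, 6 of them with a log2 fold change past 1, and 978 genes had an unadjusted p under 0.05, where 686 are expected by chance. The choice of test moved this count most: DESeq2 with the same design and filter called 146 genes, which included the 7, and DESeq2 without a filter called 255, while edgeR on the 6 LPS libraries alone called 2. With the pool as a random effect, voom called 11 genes, 5 of them among the 7. With DESeq2, 105 of the 146 and 154 of the 255 were higher in Scnn1b-Tg AMs, and 51 of 70 without a filter on counts divided by 5. With edgeR, 9 of 12 were higher with the replicate number in place of the batch. Among genes with a mean of at least 50 counts it was 6 of 7. The other edgeR and voom fits to all 12 libraries called higher genes only. Without the Scnn1b-Tg LPS 17 library edgeR called 2 genes, and without WT LPS 18 it called 3. In all 7 genes the groups did not overlap, which by itself makes the direction the same in both batches. Over all genes tested, the groups did not overlap for 9.1%, where chance gives 10%.

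Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had 176 ± 30.3 CPM in Scnn1b-Tg and 38.4 ± 4.64 CPM in WT AMs after LPS (n = 3 each), a log2 fold change of 2.06 (SE 0.13, edgeR adjusted p = 9.14e-05), with 1.98 in batch 1 and 2.14 in batch 2. In medium Ccl5 was at 2.32 ± 0.707 and 1.29 ± 0.28 CPM. Pkdcc (ENSMUSG00000024247, chromosome 17, 83215292 to 83225070) had 18.2 ± 6.62 and 5.11 ± 2.31 CPM, a log2 fold change of 1.5 (SE 0.13, edgeR adjusted p = 0.00132; 1.43 in each batch), with no detectable change with LPS in either genotype (0.01 in WT and 0.05 in Scnn1b-Tg AMs). Mlph (ENSMUSG00000026303, chromosome 1, 90915085 to 90951142) had 2.9 ± 0.616 and 1.08 ± 0.309 CPM, a log2 fold change of 1.2 (SE 0.16, edgeR adjusted p = 0.0303), with 0.97 and 0.94 in the batches. Lrpap1 (ENSMUSG00000029103, chromosome 5, 35091501 to 35105766) had 309 ± 27 and 187 ± 11.3 CPM, a log2 fold change of 0.66 (SE 0.07, edgeR adjusted p = 0.0108), with 0.68 and 0.66 in the batches. Ccl5 passed under all 18 alternatives, Pkdcc under 16, Lrpap1 under 14 and Mlph under 7. With the pool as a random effect Mlph no longer passed (log2 fold change 1.17). The other 3 genes fell outside the naming rule and are named after their values were seen: Fyb (log2 fold change 1.1), Vnn3 (2.67) and Fscn1 (1.56), all with a mean over the 12 libraries below the minimum of 5 CPM.

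**Figure D3:**
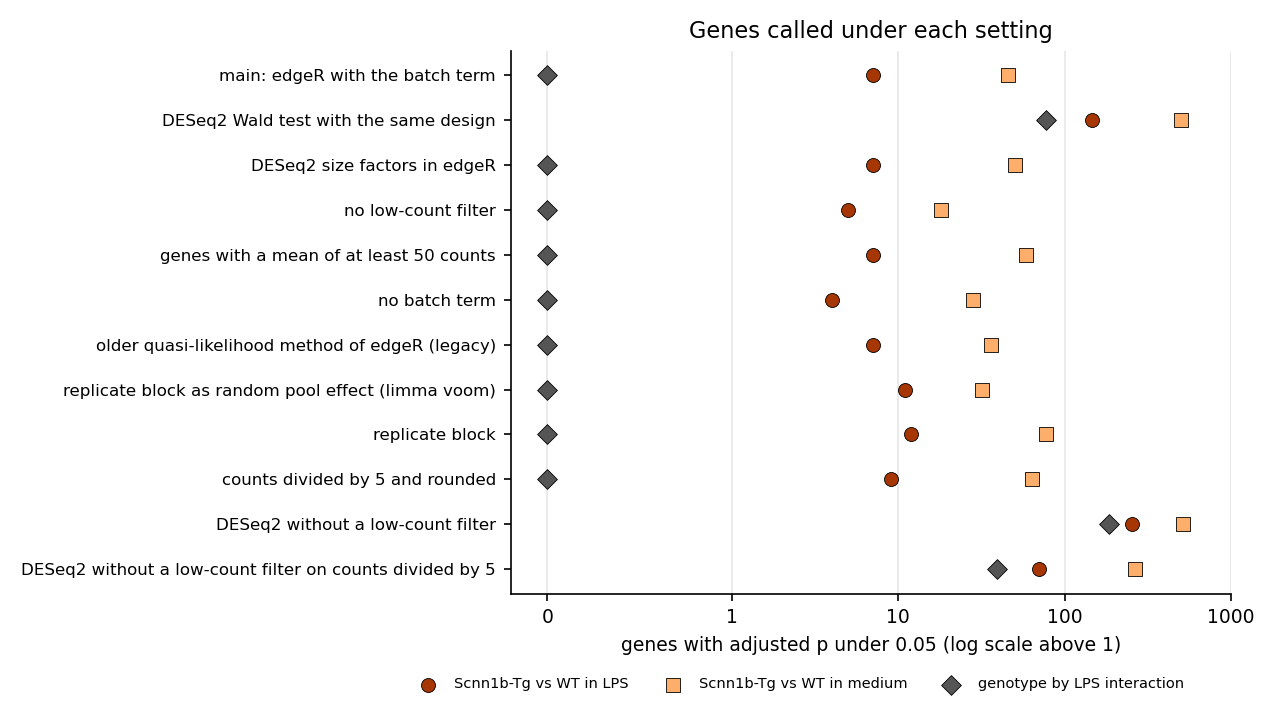
Number of genes with an adjusted p under 0.05 (horizontal axis, symmetric log scale that is linear near 0) under edgeR and 11 alternatives (vertical axis), with circles for Scnn1b-Tg against WT in LPS, squares for the same in medium and diamonds for the interaction. Counts ran from 4 to 255 in LPS, from 18 to 517 in medium and from 0 to 186 for the interaction, with the highest under DESeq2 without a filter.

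In medium, Scnn1b-Tg and WT AMs were compared for differences without stimulation. 46 genes passed an adjusted p of 0.05 (23 higher and 23 lower in Scnn1b-Tg AMs), 21 with a log2 fold change past 1, and 1839 genes had an unadjusted p under 0.05. DESeq2 with the same design called 501 genes, and without the Scnn1b-Tg medium 17 library edgeR called 3. All 46 had no overlap between the groups, which by itself makes the direction the same in both batches. Such a lack of overlap held for 18.4% of all genes tested, where chance gives 10%. Of the 46 genes, 38 had the same sign in LPS, 24 of these with an unadjusted p under 0.05, and 2 (Pkdcc and Mlph) were also called there. All 7 genes called in LPS had the same sign in medium. Across the 13729 genes, which are not independent replicates, the genotype effects in LPS and medium correlated with r = 0.224, and with r = 0.133 without the Scnn1b-Tg LPS 19 library.

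By the naming rule, which asks for a mean of at least 5 CPM, the largest rises in medium were those of Chil4, Awat1, Wfdc17, Pkdcc and Blnk. Chil4 (ENSMUSG00000063779, chromosome 3, 106201490 to 106219507), a member of a family of near-identical genes and so uncertain, had 25.5 ± 3.46 CPM in Scnn1b-Tg and 1.35 ± 0.304 CPM in WT AMs, a log2 fold change of 4.32 (SE 0.75, edgeR adjusted p = 0.045), with 3.58 and 4.14 in the batches. Awat1 (ENSMUSG00000015665, chromosome X, 100572251 to 100578205) had 44.4 ± 17.8 and 7.16 ± 6.45 CPM, a log2 fold change of 2.44 (SE 0.38, edgeR adjusted p = 0.0341), with 2.99 and 1.73 in the batches. Wfdc17 (ENSMUSG00000069792, chromosome 11, 83703991 to 83706268) differed by 1.52 (SE 0.26), Pkdcc by 1.46 (SE 0.13) and Blnk (ENSMUSG00000061132, chromosome 19, 40928927 to 40994535) by 1.35 (SE 0.23) on the log2 scale. The largest falls by the rule were those of Fam181b (ENSMUSG00000051515, chromosome 7, 93079865 to 93081867; -1.34, SE 0.16), Il1rn (ENSMUSG00000026981, chromosome 2, 24336853 to 24351494; -1.18, SE 0.12), Gpr84 (ENSMUSG00000063234, chromosome 15, 103308235 to 103310612; -1.13, SE 0.2), Plpp1 (ENSMUSG00000021759, chromosome 13, 112800792 to 112867894; -0.90, SE 0.15) and Fpr2 (ENSMUSG00000052270, chromosome 17, 17887824 to 17893952; -0.90, SE 0.15). Il1rn had 35.7 ± 3.43 CPM in Scnn1b-Tg and 79.6 ± 1.99 CPM in WT AMs (edgeR adjusted p = 0.00639, batches -1.24 and -1.07). Exons of Fam181b, Gpr84, Plpp1 and Fpr2 overlap another gene. Of these 10 genes, Gpr84 lost its call under 11 of 18 alternatives, Wfdc17, Blnk and Fpr2 under 10, Chil4 and Awat1 under 9, Plpp1 under 8, Fam181b under 3, and Pkdcc and Il1rn under 1 each. With the pool as a random effect Chil4 (4.32), Wfdc17 (1.49), Blnk (1.42), Gpr84 (-1.14) and Fpr2 (-0.87) no longer passed.

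Whether the LPS response itself differed was tested by the interaction. No gene passed an adjusted p of 0.05 with edgeR (0 genes, lowest adjusted p = 0.271), and 817 genes had an unadjusted p under 0.05, where 686 are expected by chance and the other splits of the 6 pools gave 233 to 419. DESeq2 with the same design called 77 genes. Leaving out the Scnn1b-Tg LPS 18 or the Scnn1b-Tg medium 17 library gave 1 gene each.

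**Figure D4:**
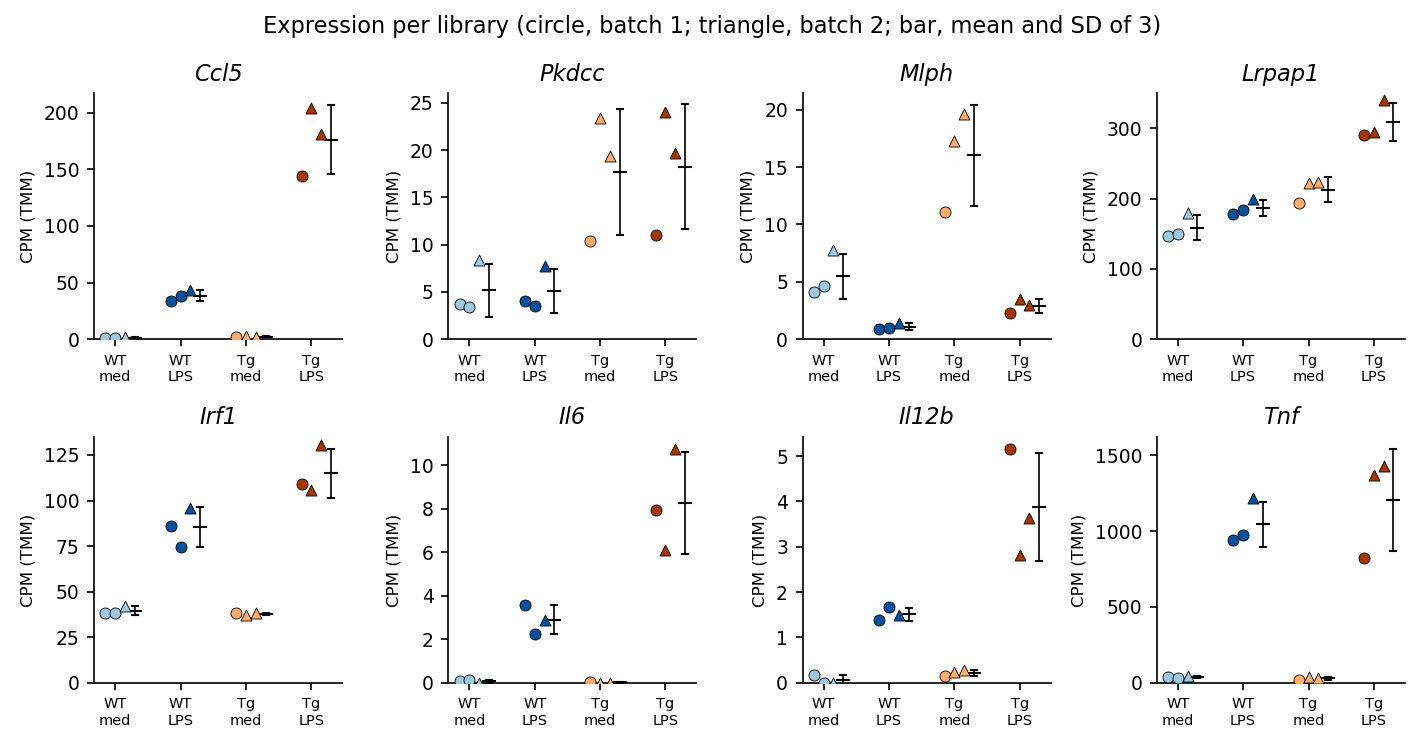
TMM-scaled CPM (vertical axes) of 8 genes in the 4 groups (horizontal axes), with a point per library, circles for batch 1, triangles for batch 2 and bars for the mean and SD of 3 libraries. Ccl5 reaches 176 CPM on average in Scnn1b-Tg LPS against 38.4 CPM in WT LPS, while Irf1 differs less (115 against 85.5 CPM).

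The LPS panel, genes that the study assayed for transcript or protein, was examined for each comparison. Of its 11 genes, 10 were tested, and Il23a was below the filter with at most 0.108 CPM as a group mean. In WT AMs 9 genes rose with LPS adjusted over the list alone and 8 over all genes, and in Scnn1b-Tg AMs 9 and 9. Il6 was at the floor in medium and rose at least 17.8-fold in WT and at least 54.3-fold in Scnn1b-Tg AMs, and Nos2 rose at least 2.42-fold in Scnn1b-Tg AMs. In WT LPS Nos2 had 3, 30 and 7 counts in pools 16, 17 and 18, with only WT LPS 17 above the floor, so no fold is given there. Ccl2 did not change detectably (log2 fold changes of 0.28 in WT and 0.75 in Scnn1b-Tg AMs). Between genotypes in LPS, 3 genes were higher in Scnn1b-Tg AMs adjusted over the list alone and 0 over all genes tested, with 4 at an unadjusted p under 0.05. These were Il6 (8.26 ± 2.35 against 2.91 ± 0.65 CPM, log2 1.52, SE 0.29), Il12b (3.87 ± 1.19 against 1.51 ± 0.145 CPM, log2 1.46, SE 0.33) and Ccl3 (724 ± 228 against 447 ± 80.8 CPM, log2 0.56, SE 0.19). Il6 was at 1.34 in both batches, Il12b at 1.49 and 0.89, and Ccl3 at 0.28 and 0.69. Adjusted over the list alone, Il6 passed under all 18 alternatives, Il12b under 16 and Ccl3 under 11. In medium, Tnf was lower in Scnn1b-Tg AMs (log2 -0.67, SE 0.15, batches -0.96 and -0.41), the only gene of the panel that passed adjusted over the list alone, with 0 over all genes and 2 at an unadjusted p under 0.05. No gene of the panel passed in medium (0 genes) without the Scnn1b-Tg medium 17 library. For the interaction 0 genes passed on either scale, with 3 at an unadjusted p under 0.05 (Il1b, Tnf and Ccl3), and 3 passed over the list alone without the Scnn1b-Tg LPS 17 library. This count over the list alone moved under 8 of 23 alternatives. Among them were the pool as a random effect (2 genes) and a fixed term per pool in place of the batch (3 genes).

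The IRF family was examined because the study named Irf1 from these same libraries, so values adjusted over the list alone are not independent evidence. After LPS, Irf1 (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374, exons overlapping another gene) had 115 ± 13.4 CPM in Scnn1b-Tg and 85.5 ± 10.8 CPM in WT AMs, a log2 fold change of 0.39 (SE 0.1) with 0.44 and 0.29 in the batches. Its edgeR adjusted p was 0.261 over all genes and 0.0227 over the list alone. DESeq2 gave 0.38 with an adjusted p of 0.0495 over all genes, and the adjusted p over all alternatives was 0.0446 to 0.889. The difference in LPS response of Irf1 was 0.49 (SE 0.14), with an edgeR adjusted p of 0.0415 over the list alone and 0.532 over all genes. Over the list alone, 2 genes passed in medium (Irf7 at 1.1 and Irf5 at -0.44) and 1 in the interaction (Irf1), with 0 over all genes in each of these comparisons and 2 and 1 at an unadjusted p under 0.05. Exons of Irf5 and Irf7 also overlap another gene. In LPS the call of Irf1 over the list alone was lost without Scnn1b-Tg LPS 17 (0.38), Scnn1b-Tg LPS 19 (0.32) or WT LPS 17 (0.32), and in medium the count over the list alone was 0 without Scnn1b-Tg medium 17. The interaction call of Irf1 over the list alone was lost under 10 of 23 alternatives. With LPS, 6 of the 9 genes changed in WT and 7 in Scnn1b-Tg AMs adjusted over the list alone, and 6 in each over all genes.

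The baseline panel was examined because the study described these genes in unstimulated cells. In medium, 11 of its 12 genes passed adjusted over the list alone (9 higher and 2 lower in Scnn1b-Tg AMs) and 0 over all genes, with 11 at an unadjusted p under 0.05. Higher were Ccl17, Cxcr1, Trem2, Ptgir, Arg1, Ptgs1, Anpep, Igf1 and Igf2bp3, with log2 fold changes of 0.35 (Ptgir) to 2.49 (Ccl17, under 1 CPM in each group), and lower were Mmp12 (-0.59) and Cd86 (-0.60). For Mmp12 this is opposite to the study's discussion, which lists it as upregulated in Scnn1b-Tg AMs. Exons of Mmp12, Ptgs1 and Igf2bp3 overlap another gene. With the pool as a random effect Arg1 (2.51) no longer passed. Without the Scnn1b-Tg medium 17 library 5 genes passed. In LPS 3 passed over the list alone (Anpep 0.62, Igf1 1.03 and Igf2bp3 1.05) and 0 over all genes, with 4 at an unadjusted p under 0.05. With 1 LPS library left out, 1 to 4 passed over the list alone. The count was 1 without Scnn1b-Tg LPS 17, WT LPS 16 or WT LPS 18. Anpep and Igf2bp3 each lost their call in 3 of these 6 fits, and Igf1 kept its call in all. In the interaction 0 passed on either scale and 0 had an unadjusted p under 0.05. With LPS, 7 genes changed in WT and 8 in Scnn1b-Tg AMs over the list alone, and as many over all genes.

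Gene sets were tested because interferon and inflammatory programs were described by the study on these libraries, so these tests are not independent of it. The interferon set (71 genes tested) had a median log2 fold change between genotypes of 0.29 in LPS and 0.53 in medium, with 68 of 71 genes higher in Scnn1b-Tg AMs each time, and camera gave adjusted p of 1.92e-08 and 6.86e-16. The inflammatory set (46 genes tested) had medians of 0.13 in LPS and -0.23 in medium (camera adjusted p = 0.00116 and 0.000124), with 32 and 17 of 46 genes higher. For the interaction the medians were -0.26 for the interferon set (15 of 71 positive, camera adjusted p = 0.000147) and 0.48 for the inflammatory set (39 of 46 positive, camera adjusted p = 6.42e-10). Of these 6 calls, fry kept only the interaction of the inflammatory set (adjusted p = 0.0452), with adjusted p of 0.0543 to 0.475 for the others. With an estimated correlation none of the 6 passed, with adjusted p of 0.114 to 0.454. By batch, the interferon set differed by 0.57 and 0.11 in LPS and by 0.86 and 0.10 in medium, and the inflammatory set by 0.05 and 0.22 in LPS and by -0.28 and -0.18 in medium. Without the Scnn1b-Tg LPS 17 library, the interferon median in LPS was 0.08 and no longer passed, and without both libraries of that pool it was -0.05. In medium it was 0.25 without that pool. It is the only Scnn1b-Tg pool of batch 1, so these values rest on batch 2 for the comparison of genotypes. The interaction of the interferon set no longer passed without Scnn1b-Tg LPS 18 (-0.08) or Scnn1b-Tg medium 17 (-0.12), and the inflammatory set in LPS no longer passed without WT LPS 18 (0.11).

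**Figure D5:**
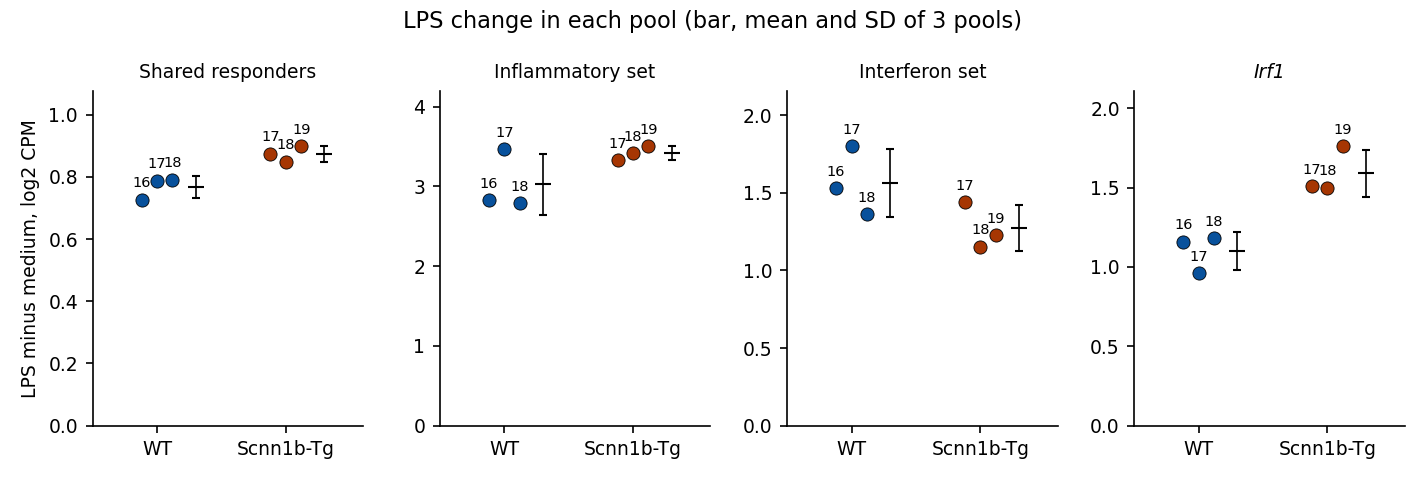
Log2 CPM with LPS minus medium within each of the 6 pools (vertical axes) for WT and Scnn1b-Tg (horizontal axes), with a point per pool and bars for the mean and SD of 3 pools, in panels for the median change of the shared responders in their common direction, the medians of the inflammatory and interferon sets, and Irf1. All 3 Scnn1b-Tg pools lie above all 3 WT pools for the shared responders (0.848 to 0.898 against 0.727 to 0.791) and for Irf1 (1.5 to 1.76 against 0.96 to 1.18), while the pools of the genotypes overlap in both sets.

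Lists that describe the samples were examined last. Scnn1b itself had group means of 0.251 to 0.385 CPM and no detectable difference between genotypes, as had Scnn1a (0.162 to 0.496 CPM), while Scnn1g stayed at the floor. Scgb1a1, a gene of airway club cells, had 19.5 ± 8.27 CPM in Scnn1b-Tg and 54.3 ± 18.9 CPM in WT medium and 25.2 ± 10.9 and 62.7 ± 9.01 CPM in LPS, with edgeR adjusted p of 0.175 and 0.331. Of the 5 genes of the sex check 1, Xist, was analysed here, and it varied within groups (11.9 ± 9.16 CPM in WT medium and 16.3 ± 14.1 CPM in Scnn1b-Tg medium). It had 0 counts in both libraries of pool Scnn1b-Tg 19 and 211 to 1439 counts in the other 10 libraries, and its exons overlap another gene. The study states that its sequencing used female mice only, and the 0 counts of Xist in pool Scnn1b-Tg 19 stand against that. The sex of the animals in each pool was not analysed further. A difference in sex between pools thus stays open in the genotype comparisons. Resident alveolar macrophage markers summed to 17270 ± 346 CPM in WT medium, 19540 ± 1930 CPM in Scnn1b-Tg medium, 12900 ± 1240 CPM in WT LPS and 14970 ± 2950 CPM in Scnn1b-Tg LPS. Group means of the other sums, over the list genes analysed here, were 14.3 to 22.6 CPM for monocytes, 3.58 to 21.5 CPM for dendritic cells, 13.2 to 23.9 CPM for neutrophils, 3.2 to 17.6 CPM for eosinophils, 1.89 to 2.37 CPM for T or NK cells, 1.08 to 1.59 CPM for B cells, 33.5 to 67.4 CPM for epithelial cells and at most 0.118 CPM for erythroid cells. The dendritic cell sum was 7.38 ± 1.26 CPM in Scnn1b-Tg and 3.58 ± 0.51 CPM in WT medium, and 21.5 ± 4.9 and 11.2 ± 0.5 CPM in LPS. The neutrophil sum was 23.9 ± 4.62 CPM in Scnn1b-Tg and 15.5 ± 2.8 CPM in WT medium, and 17.7 ± 2.53 and 13.2 ± 0.56 CPM in LPS. For these lists the libraries of the genotypes did not overlap in either treatment, which held for no other list in both treatments.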

Values the study reported

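The study reported that 246 genes were differentially expressed between Scnn1b-Tg and WT AMs after LPS. Its first principal component of gene expression explained about 73% of the variability and its second about 7%.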

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

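The tests that left out single pools for the inflammatory set and that compared its change between pools were chosen after the result was seen, and the tests of library size and of the interferon set and Irf1 with 1 pool left out were chosen before. How the test of library size is read was changed after its value was known.

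The LPS response of the inflammatory set differed between the genotypes, with a median log2 difference of 0.477 and 39 of 46 genes positive, while no single gene passed in the interaction (0 genes, 817 at an unadjusted p under 0.05, against 233 to 419 in the other splits of the pools). This difference passed with camera and fry but not with an estimated correlation. Between genotypes the median of the set was -0.231 in medium and 0.132 in LPS, so its level in medium contributes to the difference in response. A single pool is argued against, because the difference kept its sign with each pool left out and came no nearer 0 than 0.37 (without Scnn1b-Tg 19). Thinning every library to the same total left 0.476, but the libraries were scaled to their totals before and after, so this moved almost nothing and leaves library size untested. Chance among pools stays open: the median change was 3.42 ± 0.09 in Scnn1b-Tg and 3.03 ± 0.38 in WT pools (SD, n = 3 each, two-sided exact permutation p = 0.3, where 0.1 is the smallest possible), since WT 17 lay among the Scnn1b-Tg pools. Genotype and chance cannot be told apart with 6 pools. The set was described by the study on these libraries, so the test is not independent of it.

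The LPS response of the interferon set differed in the other direction, with a median of -0.262 and 15 of 71 genes positive. It passed with camera only. Leaving out WT 17 brought it to -0.096, much nearer 0 but with the same sign, so the weight of that pool and a genotype effect cannot be told apart. The change was 1.27 ± 0.15 in Scnn1b-Tg and 1.56 ± 0.22 in WT pools (exact permutation p = 0.2, two-sided). No other technical explanation was tested for this difference.

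The LPS response of Irf1 was larger in Scnn1b-Tg AMs by 0.49 on the log2 scale, past the threshold over the IRF family alone and not over all genes. A single pool is argued against by the lowest value with 1 pool left out, 0.403. The change was 1.51, 1.5 and 1.76 in the Scnn1b-Tg pools and 1.16, 0.96 and 1.18 in the WT pools (exact permutation p = 0.1, two-sided, the smallest possible). Irf1 was picked from these libraries by the study, and its exons overlap another gene in data counted without strand, so neither a chance pick nor shared reads were excluded.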

How the results depend on the processing

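Some alternatives were chosen after the data were examined, and the others before. Those chosen after were counts divided by 5, DESeq2 without a filter, group terms kept during batch removal and the 2 reduced gene sets for the components. No result changed direction under these alternatives, although the interferon median in LPS did when both libraries of a pool were left out (below). The counts of LPS response genes stayed within 1.5 times of the values reported, from 3317 to 5305 in WT and from 4268 to 6178 in Scnn1b-Tg AMs. Under all scaling alternatives the median log2 fold change over all genes moved by less than 0.1.

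The genotype counts depended on the test. In LPS (7 genes), DESeq2 with the same design called 146 genes (60 past a log2 fold change of 1), which included the 7. DESeq2 without a filter called 255 (166), again with the 7, and 70 (32) on counts divided by 5, with 5 of the 7. Without a batch term edgeR called 4, and with only the 6 libraries compared 2 (2 past 1). In medium (46 genes), the same alternatives gave 501 (117), 517 (220), 267 (63), 28 (12) and 20 (10), edgeR without a filter gave 18 (9), and the older edgeR method gave 13 past 1. For the interaction (0 genes), DESeq2 gave 77, 186 without a filter and 39 on counts divided by 5. In simulated counts DESeq2 made 20% false calls and edgeR 5%. Those counts were drawn from dispersions estimated by edgeR, without LPS, batch or pool effects. They do not show how many of the calls here are false. Fewer libraries give fewer residual degrees of freedom, and the cause of the other changes was not tested.

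The pairing of pools was tested with a block. With the replicate block as a random pool effect (limma voom) the LPS count was 11 genes, 5 of them among the 7, and the interaction had 2 LPS panel genes over the list alone. Across genotypes only the numbers 17 and 18 are shared and mark different pools. The replicate number in place of the batch gave 12 genes in LPS (3 among the 7), 77 in medium (34 among the 46) and 2 LPS panel genes in medium. For the interaction this block was a fixed term per pool, which pairs the libraries of a pool, and gave 3 LPS panel genes over the list alone. Same-number libraries of different genotypes correlated with r of 0.11 to 0.261, and different numbers of the same batch with r of 0.053 to 0.145. Calls of single genes lost under the pool effect included Mlph in LPS, Chil4, Wfdc17, Blnk, Gpr84 and Fpr2 in medium and Gm21982 in WT, and Arg1 over its list. Those lost under the replicate block included Mlph, Awat1 and Gpr84, and over their lists Irf1, Arg1 and Ptgir.

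All 5 set medians other than the inflammatory interaction lost their call under fry and under an estimated correlation (0.293 and 0.132 in LPS, 0.527 and -0.231 in medium, and -0.262 for the interferon interaction), and the inflammatory interaction (0.477) lost it under an estimated correlation only. These tests allow for correlation between genes, which camera presets at 0.01. The LPS panel count over the list alone was 1 in LPS with the older edgeR method. In medium (1 gene) it was 3 with DESeq2 with or without a filter, 2 on genes with a mean of at least 50 counts, 2 with the 6 libraries compared, 2 on counts divided by 5 with either test, and 0 with no batch term. For the interaction (0 genes) it was 3 with DESeq2 with or without a filter and 2 on counts divided by 5 with DESeq2. Irf1 in LPS passed over all genes with DESeq2 (0.383, adjusted p = 0.0495) and DESeq2 without a filter (0.387, adjusted p = 0.0446), with adjusted p of 0.0446 to 0.889 over its alternatives. PC1 explained 64% with the batch not removed, 81.4% with the 500 most variable genes and 74.5% with the filtered genes, and PC2 10.9% and 4.9% under the first and second of these. The cause was not tested.

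Leaving out each library in turn gave 2 to 10 genes in LPS (2 to 8 past 1), 3 to 32 in medium (3 to 21 past 1), 3317 to 4368 for LPS in WT, 4268 to 4617 for LPS in Scnn1b-Tg and 0 to 1 for the interaction. The counts were 2 without Scnn1b-Tg LPS 17 and 3 without Scnn1b-Tg medium 17, and fewer libraries lower the power of each fit. Without a library of Scnn1b-Tg 17 or WT 18, the genotypes of that treatment meet in 1 batch only. The interferon median ranged from 0.076 to 0.464 in LPS, 0.412 to 0.825 in medium and -0.497 to -0.082 for the interaction, and the inflammatory median from 0.11 to 0.215, -0.323 to -0.122 and 0.377 to 0.578. LPS panel counts ranged from 2 to 3, 0 to 3 and 0 to 3, Irf1 in LPS from 0.316 to 0.467, PC1 from 70.2 to 72.5% and PC2 from 5.8 to 7.6%. The correlation of the genotype effects across genes ranged from 0.133 (without Scnn1b-Tg LPS 19) to 0.222.

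Among the remaining results, the alternatives that kept all libraries weakened 62 calls, moved 9 values and left 674 the same, with 0 stronger, and those that left out a library weakened 100, moved 20 and left 276 the same. Depth limits genes near the floor of 8 counts, for which folds are bounds.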

Other observations

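Chosen after the results were seen were the tests on counts divided by 5, on differences between libraries, on the pool of WT LPS 17, on dendritic cells, on the pools WT 16 and Scnn1b-Tg 17, on carry-over and on rounding in the components. For the tests of differences between libraries, of the pool of WT LPS 17, of dendritic cells, of the pools WT 16 and Scnn1b-Tg 17 and of library size, the criterion itself was changed after the values were known.

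The number of genes that differed between genotypes after LPS here was 7, of which 6 had a log2 fold change past 1. That is lower than the value quoted from the study above, which came from DESeq2 at the same adjusted p and size thresholds. With DESeq2 the genes past both thresholds here were 60 (of 146 past the adjusted p alone) with the same design and filter, and 166 (of 255) without a filter.

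Other splits of the same libraries were fitted with edgeR for each comparison. In 1 of the 10 splits of the 6 LPS libraries, the real one, there were as many genes as between genotypes in LPS (7, at most 1 in the others), and likewise 1 of 10 in medium (46, at most 2), 1 of 10 for LPS in WT (4359, at most 1) and 1 of 10 for LPS in Scnn1b-Tg AMs (5225, at most 2). For the interaction 10 of 10 splits had as many as the 0 observed, which any split has, so that count tests nothing. At an unadjusted p under 0.05 the interaction had 817 genes and the other splits of the pools 233 to 419. Those splits mix the genotypes, which can widen the spread within a group and lower their counts. With 10 splits a share under 0.05 is out of reach, so for the genotype comparisons in LPS and in medium chance and group cannot be told apart by this count. For LPS against medium the same limit holds, but 4359 and 5225 genes against at most 2 in the other splits, and 99.4% of the variance of PC1 between treatments, argue against chance. DESeq2 without a filter called 255 genes for the real split of the LPS libraries and 44 to 314 for the others. The 314 came from Scnn1b-Tg 17, Scnn1b-Tg 19 and WT 17 against the rest, so the real split was not the highest there. With edgeR, the split that follows the batch gave 1 gene in LPS and 1 in medium in the counts above. Fitted without a batch term, it gave 661 and 4. The calls themselves had the same direction within both batches, but their lack of overlap between genotypes fixes this, so it is no further test of batch. The genotype effects in LPS and medium correlated across genes with r = 0.224, and 2 of the 10 splits of the pools were as high, the other being the split by batch (0.356). Medium and LPS libraries of a pool were taken to share animals, so shared pools and genotype cannot be told apart here.

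DESeq2 without a filter called 114 genes with a log2 fold change past 10 in LPS. Of these, 75.4% had counts in 1 library only, 113 were at 0 in the whole lower group, and the median highest count was 3. With edgeR 0 of them were called, but only 6 passed the low-count filter, so most were not tested there. On counts divided by 5 there were 8 such calls, which is consistent with 1 read being counted several times. In counts simulated without any difference, DESeq2 made 104 such calls at 5 counts per pair and 2 at 1 count per pair. Shared reads with an overlapping gene are argued against, with 25% of these genes overlapping another where random lists had 24.1 to 42.6%. Other splits of the libraries gave 27 to 126 such calls (median 99), and 3 of the 10 splits, the real one included, gave as many as observed, so these calls may reflect differences between libraries unrelated to genotype. That comparison was first made on the lowest split (27) and then on the median.

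The WT LPS 17 library lay apart from the other WT LPS libraries. None of the 9 marker lists was highest in it (0 lists), which argues against cells of another type, and its 10 most abundant genes held 17% of counts, inside the 15.9 to 18.5% of the other LPS libraries, which argues against a few abundant genes. Of the 500 genes that deviated most in it, 62.2% had the same direction in WT medium 17, where other pools had 59 to 71.8%, so its pool and its library cannot be told apart. Its lead on PC2 with all genes, a gap of 7.98 to the next LPS library, fell to 0.63 with the genes tested, which is consistent with rounding error in the rlog value of Gm15564.

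Fscn1 (log2 1.56) and Ccr7 (1.09, adjusted p = 0.0798 with edgeR), picked after their values were seen, were higher in Scnn1b-Tg AMs after LPS. The other 4 tested dendritic cell markers had a median of 0.632, with Zbtb46 at 0.24, Xcr1 at -0.08 and Cacnb3 at 1.26, and with Clec9a at the floor in both groups, so that its fitted value means little and the median without it was 0.24. Xcr1 and Cacnb3 were under 1 CPM. No gene of this list is in another list. Dendritic cells among the macrophages and a change within macrophages cannot be told apart with values this low.

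The interferon set was higher in Scnn1b-Tg AMs. Its lowest difference within a batch was 0.099, of the same sign as the pooled value, so batch and genotype cannot be told apart in size. Without pool WT 16 it was 0.228 in LPS, which argues against low values in that pool as the whole cause. Without pool Scnn1b-Tg 17 it was -0.046 in LPS and 0.247 in medium, but that is the only Scnn1b-Tg pool of batch 1, so these values rest on batch 2 and are no test of the pool. Its mean log2 CPM of the set was not the highest of the Scnn1b-Tg pools: it was 5.97 in LPS and 4.27 in medium, lower than Scnn1b-Tg 19 by differences of -0.14 and -0.178. High values in that pool alone and a difference between batches cannot be told apart from genotype, since pool and batch coincide there.

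The change from medium to LPS was larger in Scnn1b-Tg AMs. Both ends of it differed between genotypes: Scnn1b-Tg minus WT was -4.6 on PC1 in medium and 2.25 in LPS. A larger change thus need not mean a stronger response, since the cells also started from a different level in medium. Against the mean change of the other 5 pools, slopes were 0.978 ± 0.018 in Scnn1b-Tg and 0.855 ± 0.025 in WT pools (n = 3 each, two-sided exact permutation p = 0.1, the smallest possible). The reference holds more pools of the other genotype, which favours a difference. With all libraries thinned to the same total the difference was 0.125, but the libraries were scaled to their totals before and after, so this moved almost nothing and leaves library size untested. Chance among the 6 pools cannot be told apart from genotype in a design this small.

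Of the 23 genes lower in Scnn1b-Tg medium, 18 were raised by LPS in WT AMs. Both comparisons use the WT medium libraries, but a chance high value there would make a gene lower in Scnn1b-Tg and also lowered by LPS. Sharing thus works against this pattern, as it does for the higher genes below. Simulated unchanged libraries gave 2.5 such genes on average and at most 4 over 20 simulations. That direction makes such counts low beforehand, so they are no further test. RNA or cells carried over from LPS wells into the WT medium samples would need a median of 18% of the LPS level, whereas the 20 genes with the largest LPS rise had a median of 0.83% (highest 1.88%), which argues against it. Traces of LPS acting on the WT medium cells were not tested and stay open, as does a lower resting activation of Scnn1b-Tg AMs. Of the 23 higher genes, 13 were lowered by LPS in WT (4.9 on average in the simulations).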
